A study of Caenorhabditis elegans with 52 samples. Its data were reported in "The Upstream Sequence Transcription Complex dictates nucleosome positioning and promoter accessibility at piRNA genes in the C. elegans germ line" (2024).

How the data were processed

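H3 occupancy was measured by native ChIP-seq in isolated germ nuclei of *C. elegans*. Of the 52 samples in 28 groups, 16 H3 samples in 8 groups entered the comparisons, and their 16 input samples entered only through the subtraction made by the authors. The other 20 samples, which are histone modifications and their inputs, were not analysed here. Groups were taken from the sample titles. For some H3 samples the genotype field (wild type against *prde-1* at high salt) or the treatment field (low against high salt in the ISW-1 strain) contradicts the title, and titles were used. The 150 mM NaCl of the low-salt wash comes from the methods of the study.

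Per the study's methods, the authors aligned reads to ce11 with bowtie2, filtered on mapping quality, removed duplicates, downsampled and merged the 2 replicates of each group, corrected for GC content and kept fragments of mononucleosome size. Only the tables for *prde-1* and wild type are named as GC corrected; the ISW-1 tables are not, so their correction is uncertain. Nucleosomes were called and compared with DANPOS3 with input as control. The deposited occupancy values are a signal, H3 minus input at the summit of each nucleosome, never below 0, which the authors scaled to one total per library. A genome-wide loss at high salt therefore cannot be seen. The authors' log2 fold changes are deposited on a log2 scale, and equal the ratio of the 2 summit values where the dyads coincide. Where dyads lie over 40 bp apart the medians differed (for *prde-1* at low salt, 3.59 against 0.009 for the ratio). The ratio was therefore computed here from the deposited summit values. The p-value and FDR columns were deposited by the authors from a test on merged libraries, the direction of a call being taken here from the 2 summit values, and the FDR being discrete with a smallest value of 0.0625 in 3 tables and 0.03125 in the other. The fuzziness score is the authors' measure of spread around a dyad, and the deposited dyad positions and distances are in bp. The number of reads behind the values is unknown, so no interval or floor that needs depth is given.

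Coordinates are on ce11. The highest dyad position in the files lay below the length of each chromosome in the reference (for chromosome IV, 17493588 against 17493829), and the Ensembl 115 annotation of the same assembly was used. piRNA domains were runs of 100-kb windows of chromosome IV with at least 20 annotated piRNA genes, merged over gaps of up to 300 kb and kept from 1 Mb. All protein-coding genes outside the domains were the comparison set; the list of germline-expressed genes of the study was not used here. Changes are log2 of treated over control summit occupancy with a pseudocount of 1, which understates changes of low values. The upstream nucleosome had the nearest dyad within 200 bp upstream of the 5′ end.

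Each table compares 2 merged libraries, so no test across replicates was made, and nucleosomes and genes are not replicates. Domain changes were set against 10000 random placements of 2 blocks of the same lengths outside the domains, and stood apart when the share as far from 0 was under 0.05. Medians of upstream nucleosomes were set against 10000 random lists from outside the domains matched on deciles of mean occupancy of the 2 libraries, and stood apart when outside the central 95%. Matching on the mean of both libraries cannot show regression to the mean. Matching on the control library can, and may overstate it. Placements and lists describe these libraries. Intervals of medians are exact binomial intervals over nucleosomes. For the effect of base composition, changes were averaged over 20 bins of GC content in 147 bp around the dyad. Named genes were the 3 piRNA genes in the domains with the largest fall and the 3 with the smallest fall or largest rise in *prde-1* at high salt, and at most 2 of each after auxin, among genes whose upstream nucleosome had a mean occupancy above the median and a change of the same sign at low salt.

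These choices and a list of processing alternatives were fixed before the data were examined. Alternatives covered the point occupancy, a pseudocount of 10, a window of 300 bp, the highest dyad in the window, each gene once, lists from inside the domains, windows with at least 50 piRNA genes, an occupancy of at least 50, leaving out the top 0.1% of nucleosomes, the mean, the authors' deposited fold change, a share of dyads shifted by more than 50 bp, protein-coding genes inside the domains, other thresholds on the deposited FDR, and lists matched on the control library. Of these, 4 were chosen after seeing the data: lists matched on deciles of the occupancy of the control library alone, an occupancy of at least 50 in both libraries for the dyad distance, the smallest FDR a table lists, and fuzziness without the most frequent score.

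The procedures were tested on simulated data made from a table of 568635 nucleosomes. Its control values were shuffled over positions and raised, so the simulated tables held no zeros, no domain enrichment and no structure along chromosomes. Domain GC content was set above that outside, while in the real *prde-1* high-salt table it was lower (medians of 32.0% against 35.4%). The simulation therefore tests the calculations only, and not their behaviour on zeros or on clustered signal. A planted domain change of -0.5 was found as -0.489, none planted as -0.004 with a share of 0.348, and a planted change of -1.5 at 9169 upstream nucleosomes as -1.447. A GC trend alone gave a domain change of 0.183 before and 0.003 after averaging over GC bins. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.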

Results

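Native chromatin immunoprecipitation of histone H3 followed by sequencing (ChIP-seq) was used to map nucleosomes in isolated germ nuclei of *C. elegans*. Of the 52 samples in the series, 16 are H3 samples, which fall into 8 groups of 2. The groups are wild type and *prde-1*, and a strain in which ISW-1 carries an auxin-inducible degron (AID) after 3 h of ethanol or of 1 mM auxin. Each was prepared with a final wash of 150 mM NaCl (low salt) or 500 mM NaCl (high salt). PRDE-1 is part of a germline complex. Per the study, that complex is needed to transcribe Type-I piRNAs, which lie in 2 clusters on chromosome IV, but not the dispersed Type-II piRNAs. ISW-1 is a chromatin remodelling ATPase. Auxin triggers the degradation of AID-tagged ISW-1, and ethanol is its solvent control. The strain named in the titles of these samples is absent from the strain list of the study. Depletion of ISW-1 is therefore taken from the study's description and was not checked here.

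The authors merged the 2 samples of each group before nucleosomes were called, so each of the 8 groups is represented by 1 merged library, and each of the 4 comparisons sets 2 merged libraries against each other. Groups follow the sample titles, which other label fields contradict for some H3 samples. There are no replicate values, and no difference given here has a replicate check. The number of reads behind each library is unknown. Summit occupancy, the H3 signal minus input at the dyad (the centre of the nucleosome), was scaled by the authors to one total per library. It therefore shows where signal lies in the genome, relative to other places, and not how much H3 remained after a wash. The tables listed 545572 nucleosomes on chromosomes I to V and X for *prde-1* against wild type at low salt and 568635 at high salt. For ISW-1 auxin against ethanol they listed 541779 at low salt and 550900 at high salt. Between 2.98% and 4.45% of the nucleosomes of a table were listed at 0 in both libraries. Within a single library the share at 0 was higher, from 18.0% (ethanol, low salt) to 24.2% (auxin, low salt). Where only 1 library is at 0, the log2 change is large and its size depends on the value added to both. Mean occupancy per library ranged from 168 to 178.

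The first question was where piRNA genes lie. The annotation held 15363 piRNA genes, of which 14714 were on chromosome IV. Windows of 100 kb with at least 20 piRNA genes formed 2 domains on chromosome IV (ce11). Domain 1 spanned 4800001 to 7000000 (2.2 Mb) with 2807 piRNA genes and 420 protein-coding genes. Domain 2 spanned 13500001 to 17300000 (3.8 Mb) with 11534 piRNA genes and 480 protein-coding genes. The domains held 93.3% of all piRNA genes in 5.98% of the genome. The targeted genes lie elsewhere: *prde-1* on chromosome V from 15538244 to 15547086 (plus strand) and *isw-1* on chromosome III from 6703988 to 6710100 (minus strand).

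Enrichment of H3 in the domains was measured within each library as log2 of the median summit occupancy of domain nucleosomes over the median outside. Such a ratio within one library can be set side by side between tables that were normalized separately. At low salt the wild-type median was 202 in the domains and 119.8 outside, a log2 enrichment of 0.75 (95% interval over nucleosomes 0.73 to 0.78). In *prde-1* at low salt the enrichment was -0.04 (-0.06 to -0.01). At high salt it was 0.75 (0.73 to 0.78) in wild type and -0.17 (-0.20 to -0.15) in *prde-1*. The ethanol library had an enrichment of 0.65 (0.62 to 0.67) at low salt and 0.94 (0.92 to 0.97) at high salt. After auxin it was 0.69 (0.67 to 0.72) at low salt and 0.55 (0.53 to 0.58) at high salt. These intervals cover the spread over nucleosomes only. The alternative that moved these values most was the point occupancy, taken where the 2 libraries differ most, which gave 6.55 in place of 0.94 for ethanol at high salt and changed the sign for auxin at high salt, to -0.87.

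In wild type the log2 enrichment of the mean was 0.79 at low salt and 1.39 at high salt, and in ethanol 0.70 and 1.61. In *prde-1* it was -0.12 and -0.15. The share of all listed signal that lay in the domains was 10.2% in wild type at low salt and 14.5% at high salt. In *prde-1* it was 5.69% and 5.47%, against 6.15% and 6.04% of the nucleosomes. Ethanol libraries had 9.69% at low salt and 16.8% at high salt, and auxin libraries 8.99% and 9.97%. At the 99th percentile, domain occupancy in wild type was 1.84 times that outside at low salt and 4.10 times at high salt.

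**Figure D1:**
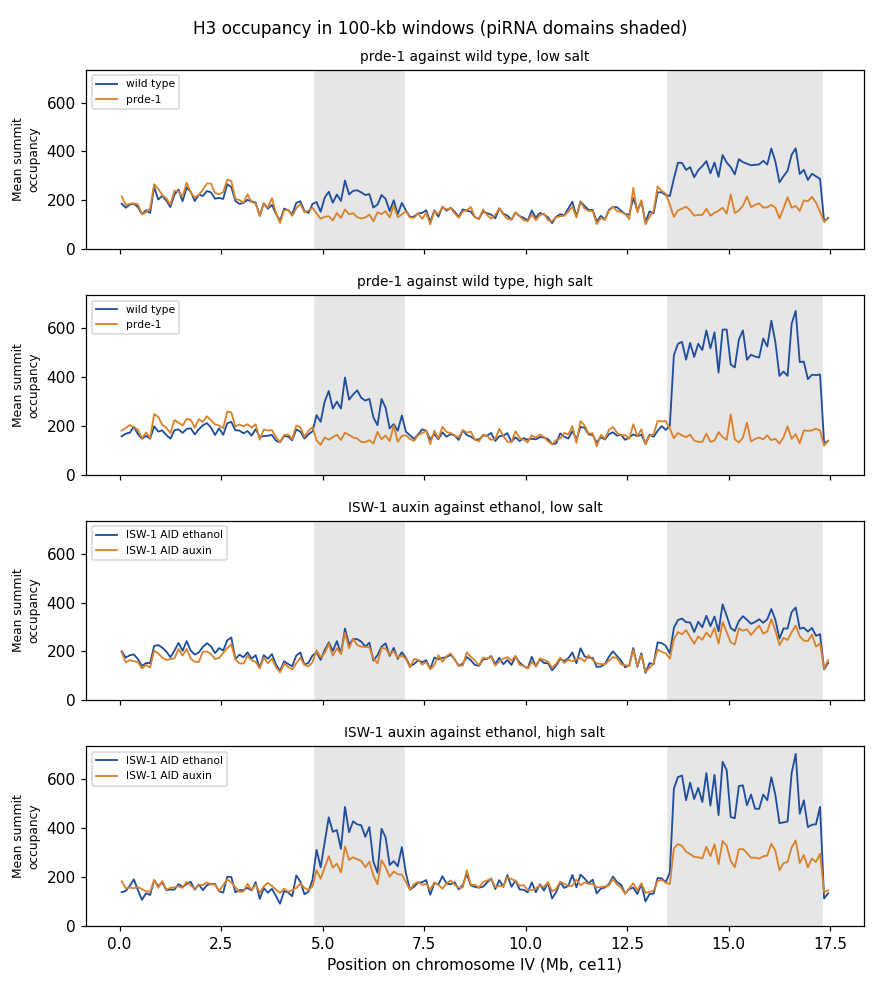
Mean summit occupancy (authors' scaled signal) in 100-kb windows along chromosome IV (Mb, ce11), with a panel for each comparison, the control library in blue, the treated library in orange and the piRNA domains shaded. Mean occupancy in the domains at high salt was 418 in wild type, 156 in *prde-1*, 458 in ethanol and 272 in auxin libraries.

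Domain nucleosomes were then compared between control and treated libraries. The change of a nucleosome was log2 of treated over control summit occupancy, each with 1 added, and the domain change was the median in the domains minus the median outside. At low salt the change in *prde-1* against wild type was -0.74, and none of 10000 random placements of 2 blocks of the same lengths outside the domains gave a value as far from 0. At high salt it was -0.94, again with 0 of 10000 placements as far from 0. Among domain nucleosomes 63.7% were lower in *prde-1* at low salt and 62.6% at high salt, against 47.0% and 46.0% outside. The change was smaller in domain 1 (-0.43 at low salt, -0.48 at high salt) than in domain 2 (-0.89 and -1.25), a difference that was not tested.

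Depletion of ISW-1 gave a domain change of -0.11 at low salt, and 924 of 10000 placements were as far from 0 (share 0.0924), so the domains did not stand apart from other blocks. Random lists from outside matched on the occupancy of the control library fell further (-0.32 to -0.28). At high salt the change was -0.55 with 0 of 10000 placements as far from 0. By domain it was 0.04 and -0.18 at low salt and -0.28 and -0.69 at high salt. Whether the low-salt and high-salt changes differ could not be tested with 1 merged library per group. The setting that moved the domain change most was the point occupancy (-12.56 in *prde-1* at high salt). These shares describe the libraries at hand and are not p-values across animals.

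To locate the change relative to individual piRNA genes, the nearest dyad within 200 bp upstream of each annotated piRNA 5′ end was taken as its upstream nucleosome. Of the 14341 piRNA genes in the domains, 96.1% to 97.3% had one, and the genes shared between 9098 and 9207 such nucleosomes per table. In wild type the median occupancy was 365 at low salt and 578 at high salt, and in *prde-1* it was 127 and 102. The median change relative to all nucleosomes outside the domains was -1.58 at low salt and -2.82 at high salt. In both tables it lay below the central 95% of 10000 random lists of nucleosomes from outside the domains matched on mean occupancy (0.04 to 0.09 and 0.09 to 0.14). After ISW-1 depletion the median went from 364 to 306 at low salt and from 613 to 328 at high salt. The corresponding changes were -0.18 and -1.05, also below the range of matched lists (0.05 to 0.08 and -0.11 to -0.05). The share of upstream nucleosomes that were lower was 78.1%, 83.2%, 58.8% and 76.4% in the order *prde-1* low and high salt and auxin low and high salt. With the point occupancy in place of the summit, the change was -12.89 in *prde-1* at high salt and its sign turned in the auxin low-salt table, to 0.22, where matched lists ranged from 1.18 to 6.24. Matched lists were also drawn on the occupancy of the control library alone, a choice made after seeing the data. The *prde-1* changes and the auxin high-salt change lay below those lists too (-0.32 to -0.27, -0.40 to -0.36 and -0.82 to -0.76). The auxin low-salt change of -0.18 lay above them (-0.50 to -0.44), so its fall relative to other nucleosomes depends on how the lists are matched.

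Protein-coding genes outside the domains served as the comparison set. Their upstream nucleosomes changed by 0 and -0.03 in *prde-1* at low and high salt and by 0.05 and -0.03 after auxin. The last 3 values lay just outside the range of matched lists (-0.02 to 0.06, -0.04 to 0.04 and 0.00 to 0.08). At protein-coding genes inside the domains the changes were -0.52, -0.34, -0.21 and -0.36 in the same order, each below the range of lists matched on mean occupancy. The auxin values lay inside lists matched on the control library (-0.35 to -0.04 at low salt and -0.37 to -0.07 at high salt). For the auxin low-salt table the value in the domains is opposite in sign to the value outside. For protein-coding genes outside the domains, the point occupancy gave -6.62 in *prde-1* at low salt and 0.08 at high salt, where the sign turned and the value lay inside matched lists (-0.46 to 0.45). After auxin it gave 1.40 at low salt and -0.85 at high salt, outside matched lists (-0.46 to 0.87 and -0.61 to 0.18).

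Domain nucleosomes were divided by distance from piRNA 5′ ends. Upstream nucleosomes of piRNA genes made up 26.7% to 27.2% of domain nucleosomes. Other nucleosomes with a piRNA start within 1 kb changed by -0.63 and -0.71 in *prde-1* at low and high salt. Those with no piRNA start within 1 kb changed by -0.06 (95% interval -0.10 to -0.01) and 0.03 (-0.02 to 0.08). After auxin, the nucleosomes with a piRNA start within 1 kb changed by 0.01 and -0.21, and those with none by -0.25 (-0.31 to -0.19) and -0.16 (-0.22 to -0.08).

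**Figure D2:**
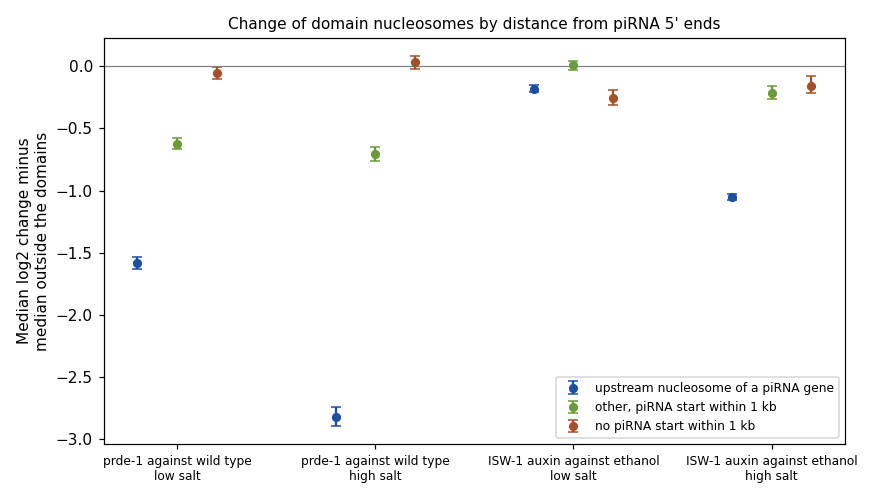
Median log2 change of domain nucleosomes minus the median outside the domains, by distance from piRNA 5′ ends, for the 4 comparisons, with 95% binomial intervals of the median over nucleosomes as error bars. In *prde-1* the change was -1.58 and -2.82 at upstream nucleosomes and -0.06 and 0.03 at nucleosomes without a piRNA start within 1 kb.

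The position of dyads around piRNA 5′ ends was profiled in bins of 10 bp. In wild type at high salt, 13.6% of the piRNA genes in the domains had a dyad between -130 and -121, and 9.34% between 40 and 49. The lowest bin between these peaks was -70 to -61 with 1.62%, and the mean over all bins from -500 to 500 was 5.36%. At low salt the wild-type peaks were at -140 to -131 (13.1%) and 50 to 59 (8.17%). In *prde-1* the upstream peak was 6.65% at low salt and 6.16% at high salt, and the lowest bins held 3.48% and 3.58%. Upstream peaks in ethanol held 12.5% at low salt and 12.9% at high salt, and in auxin libraries 10.1% and 11.2%, all at -140 to -131. At high salt, the highest mean occupancy among upstream bins was 1238 in wild type, 1429.7 in ethanol and 704 in auxin libraries, all at -130 to -121, and 199 in *prde-1* at -180 to -171. At protein-coding genes outside the domains no bin reached 6% in any of the 8 libraries, with upstream peaks from 4.99% to 5.66%.

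**Figure D3:**
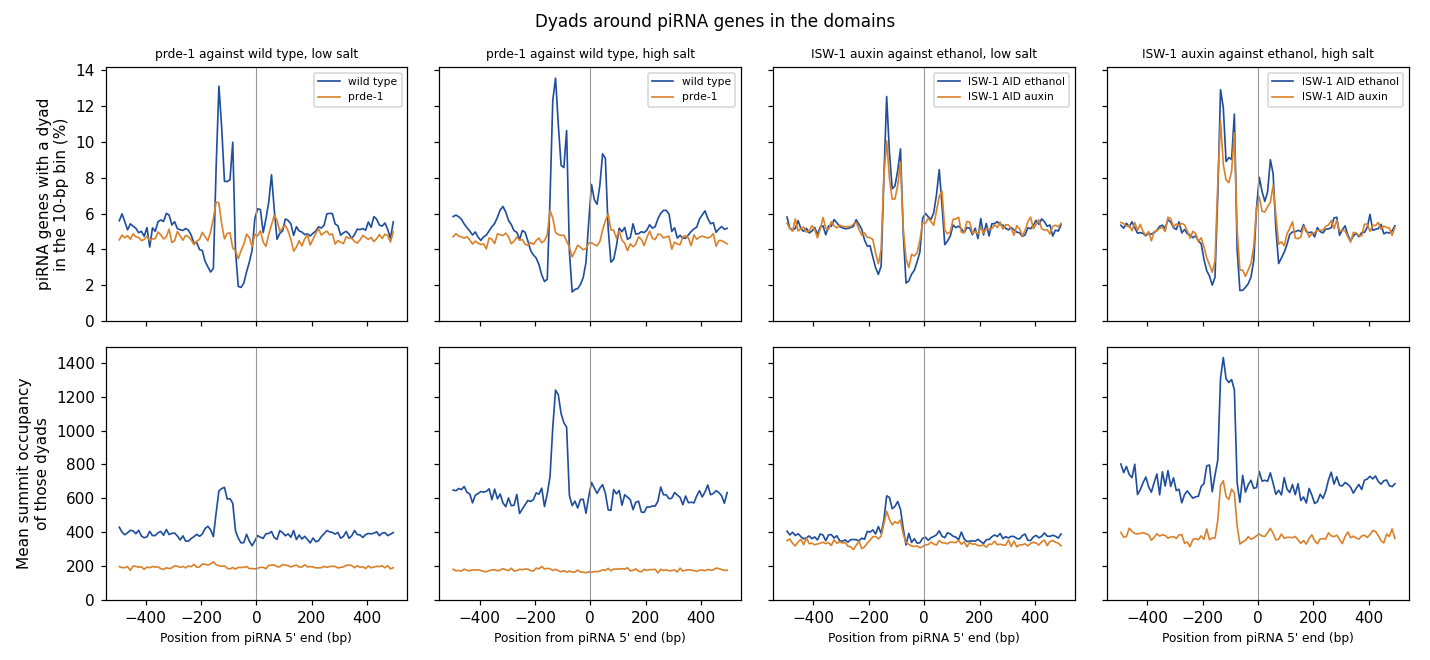
Upper row, share of piRNA genes in the domains (%) with a dyad in each 10-bp bin from -500 to 500 bp of the 5′ end, and lower row, mean summit occupancy of those dyads, for control (blue) and treated (orange) libraries of the 4 comparisons. The upstream peak at high salt was 13.6% in wild type, 6.16% in *prde-1*, 12.9% in ethanol and 11.2% in auxin libraries.

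Fuzziness, the authors' score for the spread of signal around a dyad, was compared in the same way. In *prde-1* the domain change minus the change outside was -0.84 at low salt and -0.90 at high salt, with 0 of 10000 random placements as far from 0 in either table. After auxin it was -0.45 at low salt (share 0.0521) and 0.36 at high salt (share 0.0278). Keeping only nucleosomes with a summit occupancy of at least 50 in both libraries moved these values most, to -2.76 and -2.96 in *prde-1* and to -0.09 and 0.04 after auxin. The last of these no longer stood apart from random placements. In *prde-1* the median change of fuzziness itself was -0.37 and -0.40 in the domains and 0.46 and 0.50 outside, at low and high salt. The median domain score was 42.7 in wild type and 43.0 in *prde-1* at low salt, and 40.9 and 41.3 at high salt. The *prde-1* values are thus relative to outside, and whether fuzziness in the domains itself fell is not settled. Placements were not matched on occupancy. The distance between control and treated dyads of the upstream nucleosome had a median of 14 bp at piRNA genes and 9 bp at protein-coding genes in *prde-1* at low salt, and of 16 and 11 bp at high salt. Both differences, 5 bp, lay above matched lists, which ranged from 3 to 4 bp at low salt and lay at 0 at high salt. The excess over matched lists was thus small at low salt. In the auxin tables the medians were 13 and 10 bp at low salt and 13 and 11 bp at high salt, and the differences of 3 and 2 bp lay inside the range of matched lists. When only nucleosomes with an occupancy of at least 50 in both libraries were used, the auxin differences turned to -4 and -5 bp. Matched lists were then negative too (-5 to -4 and -9 to -7), and the high-salt value lay above them.

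The authors' deposited table for *prde-1* at low salt listed 4805 domain nucleosomes with a summit FDR under 0.05 and lower occupancy and 932 with higher occupancy. Outside the domains the same table held 24433 lower and 24862 higher. The authors' deposited tables for the other 3 comparisons listed 0 such nucleosomes, since the smallest FDR they list is 0.0625. At an unadjusted p under 0.05, the authors' deposited tables listed 20619 domain nucleosomes as lower and 11255 as higher for *prde-1* at high salt, against 228063 and 254607 outside. The counts were 17203 and 13254 for auxin at low salt and 19174 and 11964 for auxin at high salt in the authors' deposited tables. Outside the domains they were 245552 and 210413 for auxin at low salt, where lower calls also outnumbered higher ones, and 218379 and 245743 at high salt. Between 89.2% and 90.5% of all nucleosomes in each of the authors' deposited tables had an unadjusted p under 0.05. These calls compare merged libraries and not conditions. Requiring an FDR under 0.01 left 0 calls in the authors' deposited table for *prde-1* at low salt.

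Single piRNA genes were named by a rule fixed before the data were examined. All lie on chromosome IV. In *prde-1* against wild type at high salt, the largest falls were at *21ur-8191* (14903021 to 14903041, plus strand) and at *21ur-770* (16391830 to 16391850, minus strand) and *21ur-3117* (16392085 to 16392105, plus strand). The dyad of *21ur-8191* at 14902910 went from an occupancy of 6604 to being listed at 0. The other two genes share the dyad at 16391956, which went from 4948 to being listed at 0. At low salt the occupancy upstream of *21ur-8191* went from 2569.8 to 155, and upstream of *21ur-770* from 1782 to 234.8. Upstream of *21ur-3117* it fell less at low salt, from 315 to 133. The largest rises were at *21ur-4887* (13918439 to 13918459, minus strand), from 179 to 623, at *21ur-11263* (5669285 to 5669305, minus strand), from 242 to 675, and at *21ur-6619* (16040328 to 16040348, plus strand), from 236 to 526. Their log2 changes were 1.79, 1.48 and 1.15. The dyad upstream of *21ur-11263* lies in an exon of the protein-coding gene *T19E7.6*, and the others lie between annotated genes other than piRNA genes.

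After ISW-1 depletion at high salt, the largest falls were at *21ur-6913* (15989750 to 15989770, minus strand), from 1489 to being listed at 0, and at *21ur-5096* (15707008 to 15707028, minus strand), from 1458 to being listed at 0. The dyad of *21ur-5096* lies in an intron of the protein-coding gene *Y105C5A.15*. The largest rise, from 21.1 to 1640.1, was at the dyad shared by *21ur-13792* (15356707 to 15356727, minus strand) and *21ur-6502* (15356980 to 15357000, plus strand), and at low salt that nucleosome went from 148 to 383. Values of a single nucleosome in 1 merged library have no error estimate.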

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

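Of the tests in this part, leaving out the most frequent fuzziness score was chosen only after the result was seen, and the reading of the mitochondrial values was changed after they were seen.

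The upstream nucleosomes of protein-coding genes outside the domains changed by 0.048 after auxin at low salt and by -0.028 at high salt, in opposite directions between the 2 salt conditions, and the difference was not tested. Before the median of all nucleosomes outside the domains was subtracted (-0.08 at low salt and 0.03 at high salt), the medians were -0.032 and 0, so the signs come from the subtraction. A window of 300 bp gave 0.040 at low salt, which no longer stood apart from matched lists. The source of the 2 values was not tested, and an effect of auxin stays open.

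Domain fuzziness relative to outside changed by -0.45 after auxin at low salt and by 0.36 at high salt, again in opposite directions, and the difference was not tested. Shares of random placements as far from 0 were 0.0521 and 0.0278. With a summit occupancy of at least 50 in both libraries the values were -0.09 and 0.04. Between 11.2% and 11.8% of nucleosomes in these tables had the most frequent score, 58.2, in at least 1 library, and leaving them out gave -0.18 and 0.16. Neither setting left the high-salt value apart from random placements (shares of 0.9451 and 0.5577). Weakly covered nucleosomes with a default score may account for much of the opposite signs. An effect of auxin on fuzziness stays open as untested.

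Occupancy was listed on mitochondrial DNA, which carries no nucleosomes and enters no comparison above, and it stood above 0 in all 8 libraries. Mean occupancy was 2958 and 2199.8 in wild type and *prde-1* at low salt, 579 and 563 at high salt, 3491 and 3408 in ethanol and auxin libraries at low salt, and 1944 and 1987 at high salt. These are 3.27 to 20.3 times the mean on nuclear chromosomes, over 79 to 89 listed nucleosomes per table. The lowest of the 8 medians was 499.7, which restates the pattern and does not decide its source. Signal that is not specific to H3 cannot be told apart from a mismatch between H3 and input on DNA present in many copies, since the tables hold only the difference of the 2. No biological explanation was tested, and the size of such signal on nuclear chromosomes was not measured.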

How the results depend on the processing

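Across 42 results and 152 alternatives, 110 alternatives left a result in the same direction and on the same side of its threshold or, for values and counts without a test, close to the reported value. Of the rest, 26 moved a value or count, 9 reversed a direction, 4 weakened and 3 strengthened a result. The domain occupancy change kept its direction and its side of the threshold in all 4 comparisons under each of its 6 alternatives. With the pseudocount of 10 or windows of at least 50 piRNA genes the *prde-1* high-salt value was -0.87 and -1.04. The size of the auxin values moved more. With the authors' deposited fold change they were -0.24 at low salt and -1.06 at high salt. The medians of that measure were 0.25 and 0 in the domains and 0.48 and 1.06 outside. For *prde-1* they were 0 in the domains in both tables, and 0.69 and 0.98 outside. Under this alternative the difference thus comes from a positive median outside, and not from a median below 0 in the domains. With an occupancy of at least 50 in 1 of the 2 libraries they were -0.06 and -0.80. The piRNA upstream change kept its direction and its side of the threshold under its alternatives except 2, below. No named gene changed direction, but a larger pseudocount cannot turn a sign, and the highest dyad in the window gave each the same value.

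No paired analysis was possible because the authors merged the replicates, which share the numbers 1 and 2 in the labels, before the tables were made. A fit with a replicate block and fits leaving out each replicate could not be run for the same reason.

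The point occupancy, taken where the 2 libraries differ most, changed the most results. It reversed the coding change in *prde-1* at high salt (0.077) and the piRNA upstream change after auxin at low salt (0.22, still below its matched lists of 1.18 to 6.24), and made the coding change in *prde-1* at low salt -6.62, past its threshold. It moved the log2 domain enrichment to 3.12 and -5.74 for wild type and *prde-1* at low salt, 5.46 and -6.43 at high salt, 0.88 and 0.21 for ethanol and auxin at low salt, and 6.55 and -0.87 at high salt. By construction that position is selected for difference and is often at 0 in 1 library.

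The mean in place of the median moved the enrichment to 0.79 and -0.12 for wild type and *prde-1* at low salt, 1.39 for wild type at high salt, 0.70 and 0.58 for ethanol and auxin at low salt, and 1.61 and 0.75 at high salt. Windows with at least 50 piRNA genes moved it to 0.81 and 0.81 for wild type at low and high salt, 0.70 and 0.73 for ethanol and auxin at low salt, and 0.99 and 0.59 at high salt. The cause was not tested.

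For protein-coding genes inside the domains the change was -0.52 in *prde-1* at low salt, now past its threshold, and -0.21 after auxin at low salt, reversed. A window of 300 bp gave 0.040 for the coding change after auxin at low salt, no longer past the threshold, and a dyad-distance difference of 2 bp after auxin at low salt, now past it. The share of dyads shifted by more than 50 bp differed by -2.49 percentage points after auxin at low salt and -3.55 at high salt, and an occupancy of at least 50 in both libraries gave -4 and -5 bp. These 4 values are opposite in sign to the medians, but matched lists under the same settings were negative too. The low-salt values lay inside them (-2.58 to -1.197 and -5 to -4) and the high-salt values above them (-5.25 to -3.98 and -9 to -7).

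Lists matched on the occupancy of the control library, in place of the mean of both, were added after seeing the data. They leave the value as it is and move the range it is set against, and a value on the other side of its lists was counted as reversed. The piRNA upstream change after auxin at low salt (-0.18) lay above them (-0.50 to -0.44), as did the coding change in *prde-1* at high salt (-0.035, lists -0.052 to -0.046), both reversed. The coding change after auxin at high salt (-0.028) no longer stood apart. The other 3 piRNA upstream changes lay below them.

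Fuzziness after auxin at high salt was 0.040 with an occupancy of at least 50 in both libraries and 0.16 without the most frequent score, neither past the threshold.

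The authors' deposited calls depend on the FDR at which they are counted, since it is discrete. In *prde-1* at low salt, an FDR under 0.01 left 0 lower domain nucleosomes and the point FDR gave 17532, against 4805. Counting at the smallest FDR a table lists was chosen after seeing the data. Lower domain nucleosomes then numbered 8105 in *prde-1* at high salt, 2413 after auxin at low salt and 4494 at high salt, against 0. Higher domain nucleosomes numbered 1478, 1448 and 1966 in the same order. Outside the domains lower and higher calls were 32582 and 37035, 37296 and 27439, and 33574 and 41978. For auxin at low salt lower calls thus also outnumbered higher ones outside. The depth of the libraries is unknown, so its effect on any result could not be judged.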

Other observations

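The comparison of autosomes with each other, the retention at high salt by distance class, and the division of piRNA genes outside the domains by chromosome were tests chosen only after the results were seen, as were lists and divisions matched on control occupancy and the ratio of medians for X. Conclusions on a fall at any piRNA gene, a fall of the same genes in both, the motif after auxin, and X against occupancy and a general shift were also changed after values were seen.

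The fall of domain occupancy in *prde-1* at high salt (-0.94) was set against technical explanations. Standardised to GC content it was -1.16, and lists outside matched on the occupancy of the control library had a median change of -0.20 (-0.22 to -0.18), so neither base composition nor regression to the mean accounts for the whole of it. Domain nucleosomes with no piRNA start within 1 kb changed by 0.032, inside the range of random blocks (-0.05 to 0.13), which is consistent with a fall only near piRNA genes in the high-salt table. At low salt they changed by -0.056, below random blocks (0 to 0.03). For auxin at high salt (-0.55) the standardised value was -0.58 and control-matched lists had a median of -0.36 (-0.39 to -0.34), so regression to the mean could account for part of the fall but not the whole. At low salt the domain change of -0.11 lay above such lists (-0.32 to -0.28). At high salt after auxin, nucleosomes over 1 kb from a piRNA start changed by -0.16, below random blocks (-0.03 to 0.26). Blocks were not matched on control occupancy, and these nucleosomes were enriched over outside in the ethanol library (a log2 enrichment of 0.28). A fall away from piRNA genes therefore cannot be told apart there from regression to the mean. The auxin low-salt value for such nucleosomes was -0.25, also below random blocks (-0.17 to 0.08). Differences between single merged libraries stay open, as does the later harvest of *prde-1* worms, which was not tested.

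At upstream nucleosomes of piRNA genes in *prde-1* at high salt, genes with the motif core GTTTC 25 to 60 bp upstream fell further than genes without it. The difference was -1.16, beyond 10000 random divisions matched on mean occupancy (-0.77 to -0.49) and just beyond those matched on control occupancy (-1.15 to -0.90). A dependence on the motif may therefore contribute. After auxin at high salt the difference was -0.34, beyond the first kind of division (-0.23 to -0.11) and inside the second (-0.41 to -0.31). A dependence on the motif therefore cannot be told apart there from one on control occupancy. The low-salt difference in *prde-1* was -0.68, beyond both kinds of division (-0.19 to -0.001 and -0.51 to -0.32). After auxin at low salt it was -0.15, beyond the first kind (-0.06 to 0.05) but short of the second (-0.27 to -0.16). The 919 upstream nucleosomes of piRNA genes outside the domains changed by -0.23 in *prde-1* at high salt, below matched lists (-0.05 to 0.17), so the criterion set beforehand for a fall at any piRNA gene, wherever it lies, was met. Divided by chromosome, those on chromosome IV changed by -0.71, below matched lists, and those on other chromosomes by -0.052, inside them (-0.07 to 0.21). That second value argues against a fall at any piRNA gene, and the conclusion was changed on its account after it was seen. It is consistent with a fall at piRNA genes of chromosome IV. After auxin at high salt, piRNA genes outside the domains changed by -0.028, inside matched lists, which argues against a fall wherever a piRNA gene lies. Those on chromosome IV changed by -0.46, below lists matched on mean occupancy but inside those matched on control occupancy (-0.68 to -0.25). Those on other chromosomes changed by 0.096, inside the first (-0.03 to 0.26) and above the second (-0.05 to 0.09). In the low-salt tables, piRNA genes outside the domains changed by 0 in *prde-1*, inside lists matched on mean occupancy (-0.01 to 0.11). After auxin at low salt they changed by 0.13, above such lists (-0.14 to 0.08). On chromosome IV the low-salt values were -0.37 in *prde-1*, below such lists, and 0.08 after auxin, inside them. On other chromosomes they were 0.13 in *prde-1*, inside, and 0.31 after auxin, above.

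Nucleosomes on X rose relative to autosomes after auxin, by 0.13 at low salt and 0.30 at high salt. Standardised to GC content the differences were 0.22 and 0.25, so GC content does not account for the rise. Autosomal lists matched on control occupancy had medians of 0.13 at low salt, as high as X, and 0.16 (0.14 to 0.18) at high salt. The second argues against a change with occupancy as the whole of the rise at high salt. Autosomal lists matched on mean occupancy lay below X, with medians of -0.03 (-0.04 to -0.01) at low salt and 0 at high salt. Such matching cannot show regression to the mean, so it does not settle the low-salt question. The range among the autosomes was 0.17 at low salt, larger than the difference of X. By the ratio of medians X differed by 0.25, more than the autosomes (0.12). At low salt a shift of chromosomes in general and a change with occupancy therefore cannot be told apart from a rise of X, since the measures disagree. At high salt 4 of the 5 autosome medians were tied at 0, so their range decides nothing, and by the ratio of medians X differed by 0.36 against a range of 0.30, a margin without a spread. There too a shift of chromosomes in general cannot be told apart from a rise of X. The corresponding median differences of X for *prde-1* were 0 and -0.08. An effect of auxin on X was not separated from these.

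Across 12884 piRNA genes, which are not independent replicates, the changes in *prde-1* and after auxin at high salt had a Spearman correlation of 0.13. With the ranks of low-salt control occupancy removed it was 0.100, just past the threshold of 0.1 set beforehand, and with all 4 control occupancies removed it was 0.022. The second value led to the first being read as undecided after both were seen. The 4 control occupancies include the high-salt ones from which both changes were computed, so the second value alone cannot decide the question. A fall of the same genes in both cannot be told apart from a larger fall, in both, of genes with more occupancy in the controls, since control occupancies correlate across genes (0.668 between wild type and ethanol at high salt). The changes at low and high salt correlated at 0.23 in *prde-1* and 0.06 after auxin.

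The upstream nucleosomes of piRNA genes were more enriched over outside at high than at low salt in wild type (a difference of 0.60) and in ethanol (1.096). Domain nucleosomes over 1 kb from a piRNA start differed by -0.022 in wild type and by 0.14 in ethanol. Other nucleosomes within 1 kb differed by -0.076 and 0.091. In wild type this is consistent with retention at the upstream nucleosome itself, without a decline over distance beyond it, and in ethanol the far value argues against retention only next to piRNA genes. Salt conditions were tabulated separately, and only enrichments within a library are set side by side.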
